# RNA‐sequencing of WFS1‐deficient pancreatic islets

**DOI:** 10.14814/phy2.12750

**Published:** 2016-04-06

**Authors:** Marilin Ivask, Alison Hugill, Sulev Kõks

**Keywords:** Insulin, RNA‐sequencing, Trpm5, Wfs1

## Abstract

Wolfram syndrome, an autosomal recessive disorder characterized by juvenile‐onset diabetes mellitus and optic atrophy, is caused by mutations in the *WFS1* gene. *WFS1* encodes an endoplasmic reticulum resident transmembrane protein. The *Wfs1*‐null mice exhibit progressive insulin deficiency and diabetes. The aim of this study was to describe the insulin secretion and transcriptome of pancreatic islets in WFS1‐deficient mice. WFS1‐deficient (Wfs1KO) mice had considerably less pancreatic islets than heterozygous (Wfs1HZ) or wild‐type (WT) mice. Wfs1KO pancreatic islets secreted less insulin after incubation in 2 and 10 mmol/L glucose and with tolbutamide solution compared to WT and Wfs1HZ islets, but not after stimulation with 20 mmol/L glucose. Differences in proinsulin amount were not statistically significant although there was a trend that Wfs1KO had an increased level of proinsulin. After incubation in 2 mmol/L glucose solution the proinsulin/insulin ratio in Wfs1KO was significantly higher than that of WT and Wfs1HZ. RNA‐seq from pancreatic islets found melastatin‐related transient receptor potential subfamily member 5 protein gene (*Trpm5*) to be downregulated in WFS1‐deficient mice. Functional annotation of RNA sequencing results showed that WFS1 deficiency influenced significantly the pathways related to tissue morphology, endocrine system development and function, molecular transport network.

## Introduction

Wolfram syndrome (WS, OMIM 222300) is a rare autosomal recessive neurodegenerative disorder caused by mutations in the wolframin gene (*WFS1*). The main symptoms of the disease are juvenile‐onset diabetes mellitus, progressive optic atrophy, diabetes insipidus and deafness (Barrett and Bundey 1997; Inoue et al. 1998; Strom et al. 1998). Nonautoimmune degeneration of pancreatic *β*‐cells is common for WS patients (Karasik et al. 1989). In patients with WS high levels of endoplasmic reticulum (ER) stress and pancreatic *β*‐cell death may be associated with impaired *β*‐cell function as in the case of type 2 diabetes (T2D) (Fonseca et al. 2005). Genetic studies have also shown a link between the risk of developing T2D and *WFS1* (Minton et al. 2002; Sandhu et al. 2007; Florez et al. 2008; Franks et al. 2008; van Hoek et al. 2008; Cheurfa et al. 2011).

WFS1 is a 100 kDa glycoprotein composed of 890 amino acids and has nine transmembrane segments. Inside the cell WFS1 localizes in the ER (Takeda et al. 2001; Hofmann et al. 2003; Philbrook et al. 2005). Its location in the ER suggests that WFS1 could participate in membrane trafficking, processing proteins and/or regulation of the Ca^2+^ homeostasis in the ER (Takeda et al. 2001). WFS1 itself may be a Ca^2+^‐channel in the ER or its regulator (Osman et al. 2003). WFS1 is expressed at highest levels in brain, heart and pancreatic *β*‐cells (Inoue et al. 1998; Strom et al. 1998; Hofmann et al. 2003; Ishihara et al. 2004).

*Wfs1*‐mutant mice have been generated in several laboratories (Ishihara et al. 2004; Riggs et al. 2005; Luuk et al. 2008; Koks et al. 2009). One model is a knock‐out of the second exon in [(129Sv × B6) × B6] F2 background and the resulting WFS1 protein lacks first 183 amino acids and NH_2_‐terminus (Ishihara et al. 2004). Riggs et al. (2005) generated a pancreatic islet specific conditional *Wfs1* mouse model disrupting exon 8. The WFS1‐deficient mice (Wfs1^tm1Koks^) used in current study have also the exon 8 disrupted resulting in the deletion of amino acids 360–890 (Luuk et al. 2008; Koks et al. 2009).

Mice with a loss of function of the *Wfs1* gene exhibit *β*‐cell loss, which may result from high levels of ER stress, cell cycle dysfunction, and apoptosis (Fonseca et al. 2005; Riggs et al. 2005; Takei et al. 2006; Yamada et al. 2006). Insulin secretion from isolated islets of mice with a disrupted *Wfs1* gene has been shown to be impaired (Ishihara et al. 2004). However, there is no more detailed analysis of insulin secretion in *Wfs1*‐mutant mice.

RNA‐sequencing (RNA‐seq) has become a great tool for transcriptomic studies without the need of previous knowledge of the targets, allowing identifying novel transcripts and gene expression changes due to some disease (Mortazavi et al. 2008). There have been studies regarding pancreatic islets' transcriptome and differential gene expression caused by diabetes (Eizirik et al. 2012; Ku et al. 2012; Moran et al. 2012). However, the transcriptional changes in the islets induced by the deletion of *WFS1* are not known.

The aim of this study was to perform analysis of insulin secretion and proinsulin content in isolated pancreatic islets of WFS1‐deficient mice (Wfs1^tm1Koks^) (Luuk et al. 2008; Koks et al. 2009). The transcriptome of islets was analyzed using RNA‐seq to describe transcriptional changes in pancreatic islets associated with *Wfs1* deficiency and potentially related to the changes in insulin secretion.

## Methods

### Animals

The animal experiments described in this study were performed with permission from Estonian National Board of Animal Experiments (No. 71, April 8th, 2011) and in accordance with the European Communities Directive (86/609/EEC).

Generation of *Wfs1* mutant (Wfs1KO, Wfs1^tm1Koks^) mice has been described elsewhere (Luuk et al. 2008; Koks et al. 2009). Briefly, most of exon 8 was replaced with a LacZ cassette resulting in the deletion of amino acids 360–890 in the *WFS1* protein. The expressed truncated protein is a fusion between *WFS1* residues 1–359 (N‐terminal part) and LacZ lacking at least seven of the nine transmembrane domains and the C‐terminal portion of endogenous *WFS1* protein (Luuk et al. 2008; Koks et al. 2009). In the study 3 genotypes of mice were used: wild‐type (WT), heterozygotes for *Wfs1* mutation (Wfs1HZ) and homozygotes for *Wfs1* mutation (Wfs1KO). All studies were performed on male F2 hybrids (129S6/SvEvTac × C57BL/6) and mice were 5–6‐month‐old at the time of the experiment. Mice were housed in groups of 6–8 at 20 ± 2°C under 12‐h/12‐h light/dark cycle with free access to food and water.

### Isolation of pancreatic islets

Pancreatic islets were isolated as previously described (Shimomura et al. 2009) from six mice in each genotype. Briefly, mice were executed by cervical dislocation and the islets isolated by collagenase Type XI digestion (Sigma‐Aldrich, St. Louis, MO, USA, final concentration 1 mg/mL). The inflated pancreas was dissected out and incubated in a 37°C water bath for 13 min. Only pancreata inflated 100% were used. The tissue was washed twice with 0.2% BSA (Sigma) and HBSS (Sigma) solution. The islets were handpicked under stereomicroscope in 0.2% BSA and HBSS solution. Finally, the islets were picked into high glucose (4.5 g/L) DMEM/Ham's F12 media (PAA/GE Healthcare Life Sciences, Chicago, IL, USA), containing 10% FBS (Gibco/Thermo Fisher Scientific Inc., Waltham, MA, USA), 100 U/mL penicillin and 100 *μ*g/mL streptomycin (Gibco) and 20 mmol/L l‐glutamine (Invitrogen/Thermo Fisher Scientific Inc., Waltham, MA, USA). Islets were incubated overnight at 37°C before insulin secretion assay. During the picking the number of islets was also counted manually.

### Insulin secretion assay

Islets were incubated for 1 h at 37°C and 5% CO_2_ in 0.2% BSA and Krebs‐Ringer solution (KRBH, 140 mmol/L NaCl, 0.5 mmol/L NaH_2_PO_4_, 2 mmol/L NaHCO_3_, 3.6 mmol/L KCl, 0.5 mmol/L MgSO_4_, 2.6 mmol/L CaCl_2_·2H_2_O, 5 mmol/L HEPES, pH 7.4) containing 2 mmol/L glucose. Then, islets were incubated for 1 h at 37°C and 5% CO_2_ in selected assay solution (KRBH and 2 mmol/L, 10 mmol/L or 20 mmol/L glucose or 200 *μ*mol/L tolbutamide and 2 mmol/L glucose). Tolbutamide (Sigma) was first dissolved in 0.2% DMSO (Sigma) with final concentration of 200 *μ*mol/L. Each assay media group contained 5 islets and was in duplicate per genotype. After incubation the supernatant was collected and stored at −20°C until ELISA analysis. To determine total insulin content, insulin was extracted from the same islets using 95:5 ethanol:acetic acid solution (Shimomura et al. 2009).

Insulin concentration was determined with Ultra Sensitive Mouse Insulin ELISA Kit (Crystal Chem Inc., Downers Grove, IL, USA). Insulin amount was determined separately from secretion and islet content samples. To reduce the effect of variation in islet size on insulin secretion, the secreted amount of insulin was normalized to the content of insulin (secreted insulin divided by insulin content).

Proinsulin concentration was measured from islet content samples with Mouse Proinsulin ELISA Kit (Wuhan EIAab Science Co., Ltd., Wuhan, China). Proinsulin was also determined from secretion samples, but the results were too low and did not reach the detection range. Differences in the amount of proinsulin were normalized to the number of islets used in each well. To compare proinsulin/insulin ratio between genotypes the proinsulin concentration was divided with corresponding normalized insulin.

### Transcriptome analysis

RNA‐sequencing was used for transcriptome analysis. Pancreatic islets from 4 animals were used in each genotype group. Total RNA was isolated from islets using the RNeasy Mini Kit (Qiagen Inc., Valencia, CA, USA) according to manufacturer's protocol and cDNA for sequencing was synthesized using Ovation RNA‐Seq System V2 (NuGEN Technologies Inc., San Carlos, CA, USA), 10 ng of total RNA was used. SOLiD DNA Fragment library kit (cDNA input 2 *μ*g) was used to generate libraries and quality was controlled with the Agilent Bioanalyzer 2100 (Agilent Technologies Inc., Santa Clara, CA, USA) before sequencing. The libraries were marked with different barcodes and pooled together for the template preparation with automated SOLiD EZ Bead E80 System and its consumables (Life Technologies/Thermo Fisher Scientific Inc., Waltham, MA, USA). The SOLiD 5500xl System and paired end (75 bp forward and 35 bp reverse) chemistry (Life Technologies) were used for sequencing. Samples from each animal were sequenced and analyzed separately.

All the raw sequences are deposited in the sequence read archive (http://trace.ncbi.nlm.nih.gov/Traces/sra/) under the accession number GSE65929.

### Quantitative real‐time PCR validation

The confirmatory quantitative real‐time PCR (RT‐PCR) was performed using TaqMan gene expression assays and chemistry (Life Technologies). Samples were treated with TURBO DNA‐free kit (Ambion/Thermo Fisher Scientific Inc., Waltham, MA, USA), according to the manufacturer's instructions to remove contaminating genomic DNA. Total RNA of 10 ng from each sample was subjected to cDNA synthesis using High Capacity cDNA Reverse Transcription Kit (Life Technologies) following the manufacturer's protocol. The expression of *Glipr2* (glioma pathogenesis‐related protein 2, Mm01341451_m1, FAM), *Trpm5* (Mm01129032_m1, FAM), *Gad1* (glutamate decarboxylase 1, Mm00725661_s1, FAM), *MaoB* (monoamine oxidase B, Mm00555412_m1, FAM), *ApoE* (apolipoprotein E, Mm01307193_g1, FAM) was analyzed using the ABI Prism 7900 HT Sequence Detection System (Life Technologies). The same samples were analyzed two times, but three times for *Trpm5*.

### Statistical analysis

Islet and insulin secretion data are presented as mean ± SEM. Data were analyzed using either one‐way or two‐way ANOVA, followed by Tukey post test. A *P* value of <0.05 was considered statistically significant (*P *<* *0.05). The statistical analysis was performed using GraphPad Prism 5 software (GraphPad Software Inc., La Jolla, CA, USA).

Data from RT‐PCR are presented as mean of 2^−ΔCt^ ± SEM calculated in relation to the TaqMan Endogenous Control assay for *Hprt* (hypoxanthine phosphoribosyltransferase, Mm00446968_m1, VIC, primer limited). Data for studied genes were analyzed by one‐way ANOVA and Tukey post hoc test using GraphPad Prism 5 software (GraphPad Software Inc.) and a *P* value <0.05 was considered significant.

For RNA‐seq data analysis sequencing reads were mapped to the mouse genome (version mm10) using the genomic analysis software LifeScope (Life Technologies). Data were further analyzed for the differential expression with the edgeR package implemented in the statistical software R (http://www.r-project.org/).

### Functional annotation of transcriptome

Ingenuity Pathway Analysis (IPA, Ingenuity Systems, http://www.ingenuity.com) was used to define the functional networks of differentially expressed genes. The uploaded dataset contained gene identifiers, corresponding false discovery rate (FDR) and fold change values.

As standard workflow in IPA each gene identifier was mapped to its corresponding gene object in the Ingenuity Pathways Knowledge Base to generate the list of focus genes. Based on the connectivity of these focus genes the IPA software generates networks and calculates a significance score for each network. The score is generated from the *P* value and is displayed as the negative logarithm of that *P* value. This score indicates the likelihood that the assembly of a set of focus genes in a network could be explained by random chance alone. A score of 2 indicates that there is a 1 in 100 chance that the focus genes are together in a network due to random chance.

Functional analysis was performed on the entire dataset and filtered to get only FDR corrected significant genes. Statistical significance filtering was used to increase the focus and specificity of analysis.

## Results

### The number of pancreatic islets

The number of pancreatic islets was manually counted during handpicking. The difference in number of isolated pancreatic islets between genotypes was statistically highly significant (WT 303 ± 7.3, Wfs1HZ 176 ± 14 and Wfs1KO 80 ± 7.5, *P *<* *0.001) (Fig. 1). Wfs1KO animals had remarkably less pancreatic islets than WT or Wfs1HZ animals indicating a genotypic effect.

**Figure 1:**
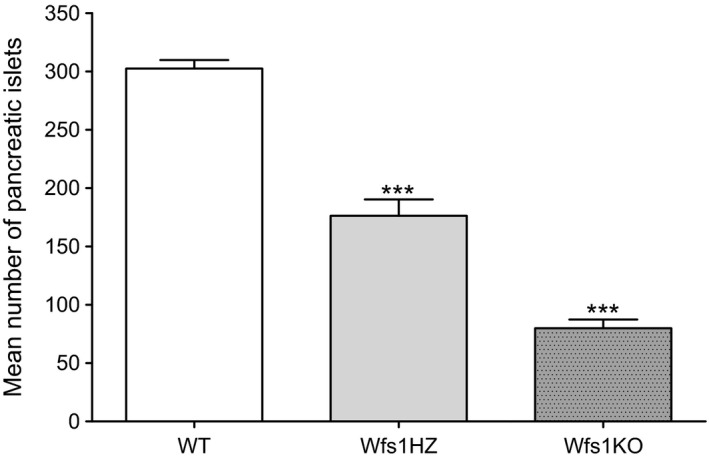
Comparison of the number of isolated pancreatic islets between genotypes. The difference in the number of isolated pancreatic islets per pancreas between genotypes was statistically highly significant (***P <* *0.001) by one‐way ANOVA. Data plotted as mean ± SEM,* n* = 6.

### Insulin secretion

The basal insulin secretion after incubation in 2 mmol/L glucose (Fig. 2) for Wfs1KO islets (0.051 ± 0.016) was reduced compared to WT (0.148 ± 0.014) and Wfs1HZ (0.143 ± 0.027) islets (*P *<* *0.001).

**Figure 2:**
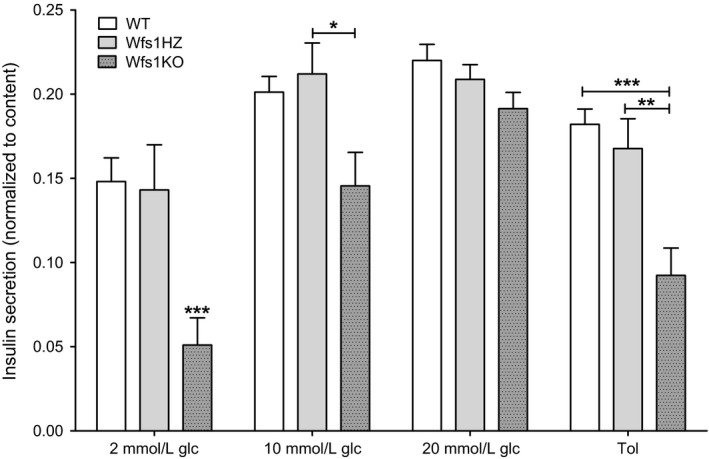
Insulin secretion from isolated islets. Insulin secretion from isolated islets of WT, Wfs1HZ and Wfs1KO littermates are compared in response to 2 mmol/L, 10 mmol/L or 20 mmol/L glucose (glc) or 200 *μ*mol/L tolbutamide (Tol) solution and normalized to total insulin content. Insulin secretion from Wfs1KO islets was decreased after incubation in 2 mmol/L and 10 mmol/L glucose and tolbutamide solution, but not after stimulation with 20 mmol/L glucose solution. Statistical analysis by two‐way ANOVA, where *P <* *0.05, **P <* *0.01 and ***P <* *0.001. Data plotted as mean ± SEM, *n* = 6.

When islets were stimulated with 10 mmol/L glucose (Fig. 2) solution, the difference in secreted insulin between WT (0.201 ± 0.009) and Wfs1KO (0.146 ± 0.020) was significant (*P *<* *0.05), the difference between Wfs1HZ (0.212 ± 0.018) and Wfs1KO was highly significant (*P *<* *0.01).

However, after stimulation with 20 mmol/L glucose (Fig. 2) there was no significant difference in stimulation of insulin secretion between the genotypes (WT 0.220 ± 0.0095, Wfs1HZ 0.209 ± 0.0088 and Wfs1KO 0.191 ± 0.0096, *P *>* *0.05).

The response to the sulfonylurea tolbutamide (Fig. 2) was also significantly impaired in Wfs1KO islets (0.092 ± 0.016) compared to WT (0.182 ± 0.009, *P *<* *0.001) and Wfs1HZ (0.168 ± 0.018, *P *<* *0.01) islets.

The dose‐dependent‐stimulating effect of glucose is seen in all the genotypes, although insulin secretion did not statistically differ after stimulation with 10 mmol/L and 20 mmol/L glucose. The lower normalized insulin amount seen in Wfs1KO mice was primarily due to decreased insulin secretion, because the insulin content in pancreatic islets did not significantly differ between genotypes.

### Proinsulin amount and proinsulin/insulin ratio

The average proinsulin amount per islet (Fig. 3) was not significantly different between the genotypes (2 mmol/L glucose: WT 4.636 ± 0.739 pmol/L, Wfs1HZ 5.047 ± 0.969 pmol/L and Wfs1KO 7.958 ± 1.59 pmol/L; 10 mmol/L glucose: WT 4.296 ± 0.805 pmol/L, Wfs1HZ 4.309 ± 0.558 pmol/L and Wfs1KO 5.489 ± 1.56 pmol/L; 20 mmol/L glucose: WT 4.703 ± 0.864 pmol/L, Wfs1HZ 4.333 ± 0.700 pmol/L and Wfs1KO 6.199 ± 1.53 pmol/L; tolbutamide: WT 5.120 ± 1.08 pmol/L, Wfs1HZ 4.055 ± 0.852 pmol/L and Wfs1KO 5.202 ± 0.950 pmol/L; *P *>* *0.05).

**Figure 3:**
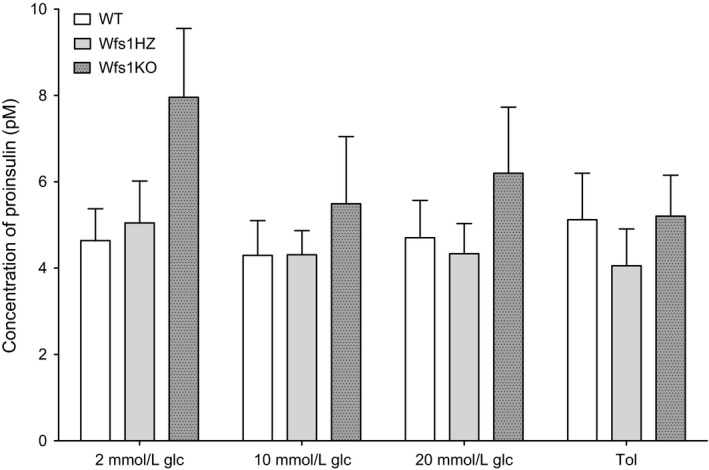
Comparison of the average amount of proinsulin per islet between the genotypes. The proinsulin amount per islet was not significantly different between the genotypes (*P *>* *0.05) after stimulation with 200 *μ*mol/L tolbutamide (Tol) or various glucose (glc) solutions. Statistical analysis by two‐way ANOVA, where *P <* *0.05, **P <* *0.01 and ***P <* *0.001. Data plotted as mean ± SEM,* n* = 6.

When islets were incubated in 2 mmol/L glucose solution, there was no significant difference in proinsulin/insulin ratio between WT (0.256 ± 0.065) and Wfs1HZ (0.632 ± 0.150, *P *>* *0.05). However, the much higher Wfs1KO proinsulin/insulin ratio (6.345 ± 0.680) was extremely different from ratios of WT and Wfs1HZ genotypes (*P *<* *0.001) (Fig. 4A). After treating islets with other glucose doses (10 mmol/L glucose: WT 0.148 ± 0.023, Wfs1HZ 0.143 ± 0.025 and Wfs1KO 0.321 ± 0.140; 20 mmol/L glucose: WT 0.165 ± 0.016, Wfs1HZ 0.156 ± 0.008 and Wfs1KO 0.204 ± 0.042) and tolbutamide (WT 0.247 ± 0.072, Wfs1HZ 0.175 ± 0.0174 and Wfs1KO 0.650 ± 0.235) there were no significant difference in proinsulin/insulin ratio between the genotypes (*P *>* *0.05) (Fig. 4B). However, the ratio of proinsulin/insulin was constantly higher in Wfs1KO mice indicating a larger amount of unprocessed insulin in the islets.

**Figure 4:**
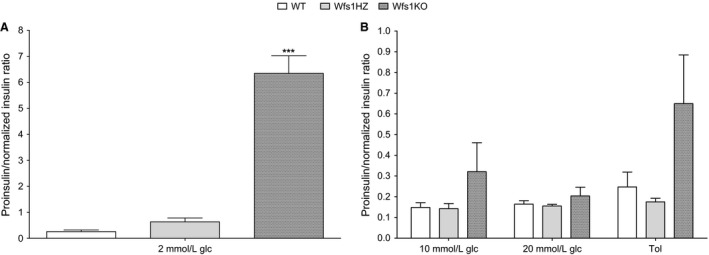
Proinsulin to insulin ratio. (A) The higher Wfs1KO proinsulin/insulin ratio was significantly different from WT and Wfs1HZ (***P <* *0.001) at 2 mmol/L glucose (glc). (B) The differences between the genotypes in proinsulin/insulin ratio at higher glucose and tolbutamide (Tol) solutions was not significant (*P *>* *0.05). Statistical analysis by two‐way ANOVA, where *P <* *0.05, **P <* *0.01 and ***P <* *0.001. Data plotted as mean ± SEM,* n* = 6.

### Transcriptome analysis

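RNA from the pancreatic islets of 4 WT, 4 Wfs1HZ and 4 Wfs1KO male mice aged 5 to 6 months was sequenced, with one library for each animal. The cDNA was made from 10 ng of total RNA, and fragments were read from both ends with 75 bp forward and 35 bp reverse reads. The authors mapped the reads to the mouse genome mm10 and deposited the RPKM of each transcript in each animal, that is, reads scaled to the length of the transcript and to the number of mapped reads, rounded to 2 decimals. RPKM values hold no read counts, and the depth was therefore estimated from the steps between the values of short RNA genes, where 1 read is worth a fixed RPKM. With that estimate, 96.8% to 100.0% of the values of these genes in each sample were whole reads. The reads in the denominator of the RPKM numbered 2907000 to 8921000 in WT islets (median 7566000), 2190000 to 7338000 in Wfs1HZ islets (median 5146000) and 3286000 to 9560000 in Wfs1KO islets (median 7088000). The paper's own range is 27000000 to 72000000 reads per sample, without saying whether these are raw or mapped reads. The RPKM values use the lower numbers, which are estimates. At the depth of the values, 3 reads on a transcript of 2 kb correspond to 0.157 RPKM in the deepest sample and to 0.685 RPKM in the sample with the fewest reads, counting error only. The genotypes were compared pair by pair on log2(RPKM + 0.1) with limma, and the RPKM were used as deposited, with no further scaling. Fold changes are therefore on the log2(RPKM + 0.1) scale, which can understate the change of transcripts with low values. The pseudocount, the filter on low values, the scaling, the weight given to each sample and the animals included are choices that could change the numbers. The annotation used for coordinates is GENCODE M21, whose genome build is the same as mm10.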

The number of reads per sample varied from 27 million to 72 million. 

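The deposited table lists 24078 transcripts, of which 22795 had an RPKM above 0 in at least 1 of the 12 samples. Over the 8 samples of Wfs1KO and WT islets 22612 transcripts had a value above 0. The corresponding number was 22618 over the samples of Wfs1KO and Wfs1HZ and 22590 over those of Wfs1HZ and WT. A single sample had between 17964 transcripts above 0 (Wfs1HZ replicate 4) and 20954 (Wfs1HZ replicate 2). The Spearman correlation between the RPKM values of any pair of samples was between 0.823 and 0.939, and Wfs1HZ replicate 2 had the lowest median correlation with the other samples, 0.86. No pair of samples held identical values.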

The number of transcripts mapped to mouse genome was 22613 between Wfs1KO and WT, 22619 between Wfs1KO and Wfs1HZ and 22591 between Wfs1HZ and WT. EdgeR exact test of RNA‐seq data revealed 20 genes with FDR under 0.05 (FDR < 0.05) between Wfs1KO and WT islets (Table 1A), between Wfs1KO and Wfs1HZ were 13 genes with FDR < 0.05 (Table 1B). 

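The test covered the 21701 transcripts with a mean of at least 0.1 RPKM over the 12 samples. Between Wfs1KO and WT islets 3 transcripts had an FDR under 0.05 by limma with Benjamini-Hochberg adjustment, 1 higher and 2 lower in Wfs1KO. Between Wfs1KO and Wfs1HZ islets 0 transcripts passed, and 532 had an unadjusted p under 0.05 where chance alone gives 1085. Over the alternatives tried that number lay between 340, without Wfs1KO replicate 1, and 2243, with sample weights. Without Wfs1HZ replicate 2 it was 1308. In the comparison of Wfs1KO with WT 1225 transcripts had an unadjusted p under 0.05, and 69.2% of them were higher in Wfs1KO. That share was 56.6% after median-of-ratios scaling and 46.8% after quantile normalization. For Wfs1KO against Wfs1HZ the share was also 69.2% without scaling, and 49.8% and 51.2% after the same scalings. It was 86% without Wfs1HZ replicate 2 and 36.7% without Wfs1HZ replicate 4. Apart from Wfs1 itself, the transcripts with an FDR under 0.05 were the small nucleolar RNA genes Snord52 (chromosome 17, 34950952 to 34951017) and Snord82 (chromosome 1, 86356261 to 86356330), each with an adjusted p of 0.0273 from limma. Their values stand for very few reads. Snord52 had about 1.1 to 3.4 reads in each WT animal and was listed at 0 in each Wfs1KO animal, whereas Snord82 had about 1.0 to 3.1 reads in each Wfs1KO animal and was listed at 0 in each WT animal. Over the alternatives the number of transcripts with an FDR under 0.05 between Wfs1KO and WT lay between 0, with a pseudocount of 1 or no filter on low values among others, and 5 with quantile normalization. In data simulated around the WT means at these depths, 30.7% of 1000 genes changed by a log2 fold change of 2 were recovered at this FDR. Of the calls 4.1% were false. Each gene was drawn independently with an assumed dispersion of 0.2, and only genes with a mean of at least 1 RPKM were changed. Variation shared by many genes within a sample was not simulated, so these rates need not hold for the real samples.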

With FDR < 0.2 there were additional 29 genes different between Wfs1KO and WT (data not shown), 7 genes between Wfs1KO and Wfs1HZ (data not shown) and one gene between Wfs1HZ and WT (*Dpep1*, logFC = 3.507, logCPM = 2.759, *P *=* *7.21E–06, FDR = 0.173). 

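An FDR under 0.2 was reached by 10 transcripts between Wfs1KO and WT islets, 5 higher and 5 lower in Wfs1KO. Among them were Trpm5 and Spock1, both lower, and Cpb2, which was higher. With each animal left out in turn the number was between 1 and 59, the highest without Wfs1KO replicate 4. No transcript reached this FDR between Wfs1KO and Wfs1HZ. Between Wfs1HZ and WT the number was 0 as well, with 511 transcripts at an unadjusted p under 0.05. Correlations between animals were also taken after the genotype mean of each transcript was subtracted, over 13357 transcripts. Animals with the same replicate number in Wfs1HZ and WT then had a mean correlation of 0.15, with single pairs between -0.07 and 0.34. With the replicate number as a block 0 transcripts passed either FDR and 854 had an unadjusted p under 0.05. Dpep1 lies on chromosome 8 from 123186242 to 123201812 and encodes a dipeptidase. Its level was 0.422 ± 0.268 RPKM (SD, n = 4) in WT islets and 8.1 ± 13.0 RPKM (SD, n = 4) in Wfs1HZ islets. The spread among Wfs1HZ animals was wide, with values of 3.1, 27.48, 1.81 and 0 RPKM, of which the highest came from replicate 2 and the last is listed at 0. The log2 fold change of Dpep1 was 2.12 (standard error 1.43, adjusted p = 1 from limma), and a difference was not shown (exact two-sided permutation test, p = 0.257). Without Wfs1HZ replicate 2 it was 0.87, and without replicate 4 it was 3.57. In Wfs1KO islets Dpep1 was 2.47 ± 0.837 RPKM (SD, n = 4), a log2 fold change of 2.41 against WT (standard error 0.49, adjusted p = 0.483 from limma). Every Wfs1KO animal lay above every WT animal (exact two-sided permutation test, p = 0.029, the smallest that 4 against 4 animals allow).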

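Wfs1, the targeted gene, lies on the minus strand of chromosome 5 from 36966104 to 36989205. In its longest annotated transcript exon 8, most of which the mutation replaces, spans 36966104 to 36968678 and makes up 2575 of 3787 nt. The RPKM of Wfs1 was 28.6 ± 3.83 (SD, n = 4) in WT, 11.1 ± 5.59 (SD, n = 4) in Wfs1HZ and 4.4 ± 1.83 (SD, n = 4) in Wfs1KO islets. Every Wfs1KO animal was below every WT animal, with values of 2.45 to 6.61 against 24.85 to 33.94 RPKM. The log2 fold change between Wfs1KO and WT was -2.76 (standard error 0.29, adjusted p = 0.04 from limma; exact two-sided permutation test, p = 0.029, the smallest that 4 against 4 animals allow). Between Wfs1HZ and WT it was -1.52 (standard error 0.37, adjusted p = 1 from limma), again with no overlap between the animals. Wfs1KO and Wfs1HZ animals overlapped, with a log2 fold change of -1.24 (exact two-sided permutation test, p = 0.086).
Trpm5, which encodes a cation channel, lies on the minus strand of chromosome 7 from 143069153 to 143094642. Its RPKM was 4.21 ± 1.34 (SD, n = 4) in WT, 5.88 ± 3.5 (SD, n = 4) in Wfs1HZ and 0.718 ± 0.119 (SD, n = 4) in Wfs1KO islets. The Wfs1HZ mean includes 11.12 RPKM in replicate 3, while the other Wfs1HZ animals had 3.83 to 4.42. Trpm5 was lower in Wfs1KO than in WT by a log2 fold change of -2.36 (standard error 0.34, adjusted p = 0.188 from limma), and lower than in Wfs1HZ by -2.74 (standard error 0.47, adjusted p = 0.796 from limma). In both comparisons every Wfs1KO animal lay below every animal of the other genotype (exact two-sided permutation test, p = 0.029 each). A difference in Trpm5 between Wfs1HZ and WT islets was not shown, with a log2 fold change of 0.38 (exact two-sided permutation test, p = 0.486). It lay between 0.03 and 0.97 over the alternatives. Over the alternatives the log2 fold change between Wfs1KO and WT stayed between -2.57 and -1.57, the latter with a pseudocount of 1, and its adjusted p from limma between 0.0787 and 0.925. Between Wfs1KO and Wfs1HZ the adjusted p from limma lay between 0.0245, with sample weights, and 1, and sample weights were the only alternative with a value under 0.05. Ordered by the p-value between Wfs1KO and WT over the transcripts tested, Wfs1 ranked 3, Spock1 ranked 5 and Trpm5 ranked 7.

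**Figure D1:**
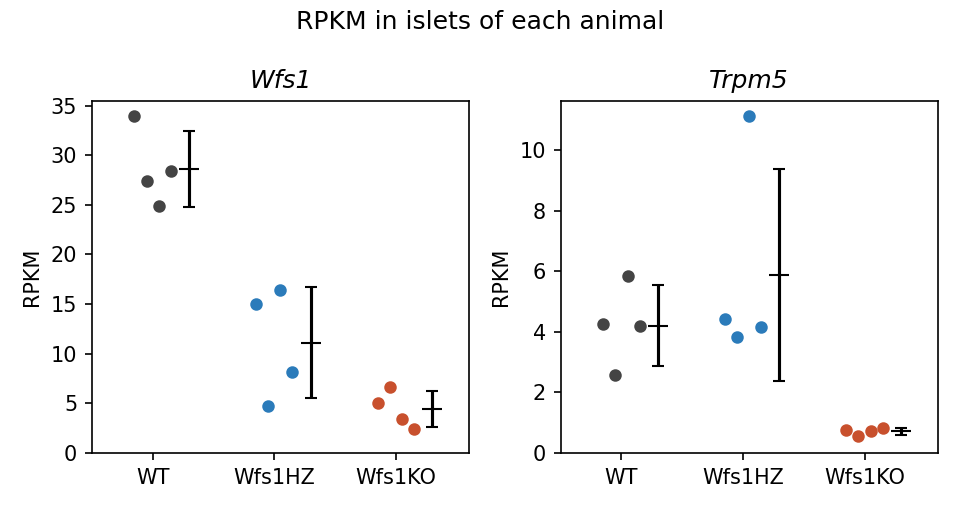
RPKM of Wfs1 (left) and Trpm5 (right) in WT, Wfs1HZ and Wfs1KO islets, with a point for each animal and black marks for the mean and SD of 4 animals. The highest Wfs1KO animal is at 6.61 RPKM for Wfs1 and at 0.83 RPKM for Trpm5, and all WT animals lie above these values.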

The most significantly downregulated gene associated with insulin secretion and diabetes in WFS1‐deficient islets following *Wfs1* was melastatin‐related transient receptor potential subfamily member 5 (*Trpm5*).

**Table 1:** RNA‐seq results of pancreatic islets showing genes with FDR < 0.05

Gene	Log ratio	*P* value	False discovery rate (*q*‐value)	Entrez gene name
(A). Wfs1KO compared to WT				
Wfs1	−2.663	2.18E–12	5.24E–08	Wolfram syndrome 1 (wolframin)
Glipr2	3.139	1.42E–09	1.71E–05	GLI pathogenesis‐related 2
Trpm5	−2.422	4.05E–09	3.25E–05	Transient receptor potential cation channel, subfamily M, member 5
Gad1	−2.671	9.94E–08	5.98E–04	Glutamate decarboxylase 1 (brain, 67 kDa)
Spock1	−1.801	8.71E–07	4.19E–03	Sparc/osteonectin, cwcv and kazal‐like domains proteoglycan (testican) 1
Sprr1a	2.623	1.36E–06	5.44E–03	Small proline‐rich protein 1A
Bcat1	1.821	1.67E–06	5.75E–03	Branched chain amino‐acid transaminase 1, cytosolic
Csf3	2.332	2.03E–06	6.12E–03	Colony‐stimulating factor 3 (granulocyte)
Nrxn1	−1.404	5.14E–06	1.38E–02	Neurexin 1
Prss23	1.769	7.19E–06	1.62E–02	Protease, serine, 23
Aw551984	−1.551	7.40E–06	1.62E–02	Expressed sequence AW551984
Cxcl9	3.394	8.28E–06	1.66E–02	Chemokine (C‐X‐C motif) ligand 9
MaoB	−1.86	1.02E–05	1.89E–02	Monoamine oxidase B
Kcns3	4.122	1.17E–05	2.02E–02	Potassium voltage‐gated channel, delayed‐rectifier, subfamily S, member 3
Zfp36	1.709	1.71E–05	2.74E–02	ZFP36 ring finger protein
Egr1	1.392	2.65E–05	3.97E–02	Early growth response 1
ApoE	1.712	2.91E–05	3.97E–02	Apolipoprotein E
Itgb3	1.701	2.97E–05	3.97E–02	Integrin, beta 3 (platelet glycoprotein IIIa, antigen CD61)
Ccdc85B	1.566	3.38E–05	4.07E–02	Coiled‐coil domain containing 85B
Cnnm1	−1.767	3.38E–05	4.07E–02	Cyclin M1
(B). Wfs1KO compared to Wfs1HZ				
Trpm5	−3.292	2.04E–12	4.92E–08	Transient receptor potential cation channel, subfamily M, member 5
Gad1	−2.834	6.40E–08	7.70E–04	Glutamate decarboxylase 1 (brain, 67kDa)
Bcat1	1.871	4.53E–07	2.82E–03	Branched chain amino‐acid transaminase 1, cytosolic
Serpina7	2.855	4.68E–07	2.82E–03	Serpin peptidase inhibitor, clade A (alpha‐1 antiproteinase, antitrypsin), member 7
Dpyd	−1.746	2.34E–06	9.38E–03	Dihydropyrimidine dehydrogenase
Spock1	−1.758	3.01E–06	1.01E–02	Sparc/osteonectin, cwcv and kazal‐like domains proteoglycan (testican) 1
Npas4	−3.008	3.35E–06	1.01E–02	Neuronal PAS domain protein 4
Cxcl9	3.563	4.36E–06	1.14E–02	Chemokine (C‐X‐C motif) ligand 9
Sprr1a	2.328	4.73E–06	1.14E–02	Small proline‐rich protein 1A
Insrr	−2.356	7.32E–06	1.49E–02	Insulin receptor‐related receptor
Cpb2	2.129	7.44E–06	1.49E–02	Carboxypeptidase B2 (plasma)
Bhlha15	1.759	2.38E–05	4.40E–02	Basic helix‐loop‐helix family, member a15

FDR, false discovery rate; Wfs1HZ, pancreatic islets of *Wfs1* heterozygous mice; Wfs1KO; pancreatic islets of *Wfs1* deficient mice.

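The log2 fold changes of the 20 genes in Table 1A had the same sign as the log ratios of the table in all 20 cases, 12 higher and 8 lower in Wfs1KO. They ranged from -2.76 to 2.97. All 20 had an unadjusted p under 0.05, but only 1 had an FDR under 0.05 and 3 an FDR under 0.2 when adjusted over all transcripts tested by limma. Adjusted over the 20 genes alone all would pass, which shows no stability, because the list is the paper's own calls on the same animals. For 16 of the 20 genes the 4 Wfs1KO values lay all above or all below the 4 WT values. Chance separates 2.9% of transcripts in this way, and 2.74% of all transcripts tested were separated. The genes of Tables 1A and 1B were chosen on these same animals, so neither share is a yardstick for their signs or separation. Of the 12 genes listed in Table 1B all 12 kept the sign of the table, 6 higher and 6 lower in Wfs1KO, and 9 were separated between the genotypes. The lowest adjusted p among them was 0.53 from limma, for Cpb2. Kcns3, the highest of the log2 fold changes of Table 1A, had about 0 to 4.0 reads in WT animals and 10.2 to 71.7 reads in Wfs1KO animals.
Gad1, the gene of a glutamate decarboxylase, lies on chromosome 2 from 70553072 to 70602014. Its RPKM was 6.36 ± 3.01 (SD, n = 4) in WT, 6.02 ± 3.16 (SD, n = 4) in Wfs1HZ and 0.907 ± 0.479 (SD, n = 4) in Wfs1KO islets. The log2 fold change was -2.69 against WT (standard error 0.48, adjusted p = 0.342 from limma) and -2.58 against Wfs1HZ (standard error 0.55, adjusted p = 1 from limma), and the animals did not overlap in either comparison. MaoB, listed as Maob, lies on the X chromosome from 16709282 to 16817366 and had 28.0 ± 8.68 RPKM (SD, n = 4) in WT, 16.1 ± 7.5 RPKM (SD, n = 4) in Wfs1HZ and 9.14 ± 4.57 RPKM (SD, n = 4) in Wfs1KO islets. Its log2 fold change was -1.67 between Wfs1KO and WT (standard error 0.33, adjusted p = 0.435 from limma), with no overlap between the animals. Between Wfs1KO and Wfs1HZ it was -0.79, and a difference was not shown (exact two-sided permutation test, p = 0.171).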

Various ER stress markers from RNA‐seq (Wfs1KO islets compared to WT islets) are presented in Table 2. The FDR and log ratio values of these ER stress markers were not significant.

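Of the 7 ER stress markers 4 were higher and 3 lower in Wfs1KO than in WT islets, and for none did the animals of the genotypes separate. Atf6 (chromosome 1, 170704674 to 170867771) had 49.3 ± 5.86 RPKM in WT and 54.3 ± 17.4 RPKM in Wfs1KO islets (SD, n = 4 each), a log2 fold change of 0.09 with a standard error of 0.23. Ern1 (chromosome 11, 106394650 to 106487852) had 49.9 ± 10.7 and 43.7 ± 14.4 RPKM, a log2 fold change of -0.23 with a standard error of 0.27. Xbp1 (chromosome 11, 5520659 to 5525893) had 243.9 ± 55.3 and 209.8 ± 64.8 RPKM, and a log2 fold change of -0.25 with a standard error of 0.31; Wfs1KO replicate 4 was lower than the other Wfs1KO animals. For Eif2ak3 (chromosome 6, 70844515 to 70905245) the values were 26.0 ± 2.44 and 25.7 ± 4.24 RPKM, and the log2 fold change was -0.03 with a standard error of 0.17. For Atf4 (chromosome 15, 80255184 to 80257541) they were 220.0 ± 50.9 and 233.8 ± 28.5 RPKM, with a log2 fold change of 0.11 and a standard error of 0.22. Ddit3 (chromosome 10, 127290774 to 127296288) had 72.2 ± 25.3 RPKM in WT and 86.1 ± 28.9 RPKM in Wfs1KO, a log2 fold change of 0.26 with a standard error of 0.32. Hspa5 (chromosome 2, 34771970 to 34777547) moved most, from 767.7 ± 280.0 to 1229.8 ± 296.2 RPKM (SD, n = 4 each), with a log2 fold change of 0.71 and a standard error of 0.36. The adjusted p of the 7 genes over all transcripts tested was between 0.879 (Hspa5) and 0.998 (Eif2ak3) by limma with Benjamini-Hochberg adjustment. Adjusted over the 7 genes alone the lowest was 0.556, again for Hspa5, whose exact two-sided permutation test gave p = 0.086. The mean log2 fold change of the 7 genes was 0.09 against WT (p = 0.634 by limma's fry, a two-sided rotation test of a gene list; exact two-sided permutation test of the mean, p = 0.457). Against Wfs1HZ it was 0.18 (p = 0.324 by fry; exact two-sided permutation test, p = 0.314). The alternative that moved the mean against WT most was sample weights, with 0.20. The sign of Atf6, Eif2ak3 and Xbp1 against WT changed under some alternatives, with values between -0.09 and 0.28 for Atf6, -0.12 and 0.09 for Eif2ak3 and -0.43 and 0.04 for Xbp1.

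**Figure D2:**
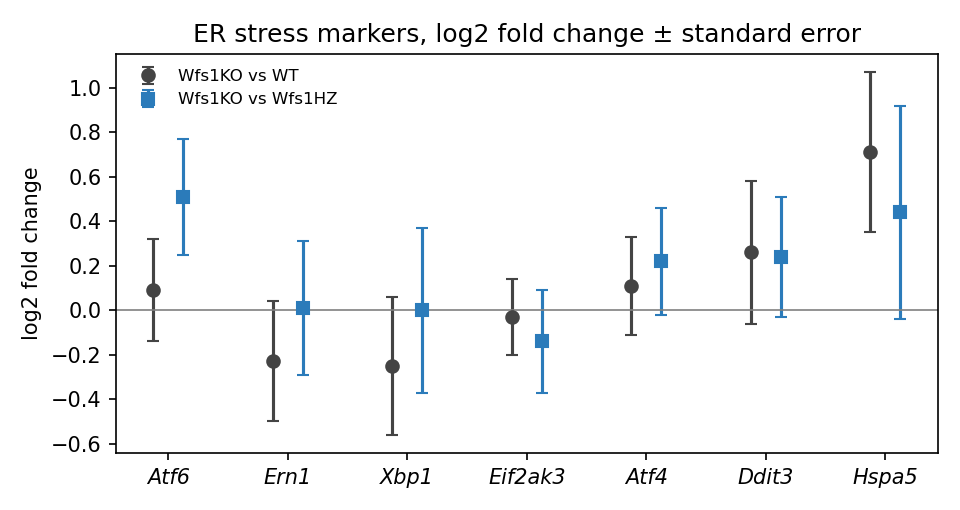
Log2 fold change of the 7 ER stress markers on log2(RPKM + 0.1), with Wfs1KO compared to WT (circles) and to Wfs1HZ (squares), 4 animals per genotype, and bars for the standard error from limma. Hspa5 has the highest value against WT, 0.71, and Atf6 the highest against Wfs1HZ, 0.51.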

**Table 2:** RNA‐seq results of ER stress markers (Wfs1KO compared to WT islets)

Gene	Log ratio	*P* value	False discovery rate (q‐value)	Entrez gene name
Atf6	0.535	0.095	1	Activating transcription factor 6
Ern1 (Ire1*α*)	−0.211	0.795	1	Endoplasmic reticulum to nucleus signaling 1 (inositol‐requiring enzyme 1)
Xbp1	−0.017	0.697	1	X‐box‐binding protein 1
Eif2ak3 (Perk)	−0.214	0.409	1	Eukaryotic translation initiation factor 2 *α* kinase 3 (protein kinase R‐like endoplasmic reticulum kinase)
Atf4	0.193	0.633	1	Activating transcription factor 4
Ddit3 (Chop)	0.215	0.595	1	DNA‐damage inducible transcript 3 (C/EBP homologous protein)
Hspa5 (Bip)	0.347	0.176	1	Heat‐shock 70 kDa protein 5 (glucose‐regulated protein, 78 kDa)

ER, endoplasmic reticulum; WT, wild‐type.

Ingenuity functional pathway analysis software was used for more general functional annotation of the differential gene sets. 

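The functional network drawn for Wfs1KO against WT (Fig. 5) holds 32 genes, Wfs1, Trpm5 and Ins1 among them, and all 32 were among the transcripts tested between these genotypes. Of these 20 were higher and 12 lower in Wfs1KO, and 30 had the direction in which the network draws them. Carm1 and Eif2ak3 were the exceptions, with log2 fold changes of -0.01 and -0.03, both smaller than their standard errors of 0.18 and 0.17. An unadjusted p under 0.05 was reached by 14 of the 32, while 2 had an FDR under 0.2 by limma, Wfs1 and Trpm5. In 11 genes the Wfs1KO animals did not overlap with the WT animals. Ins1 is drawn as lower and had a log2 fold change of -0.52, with a standard error of 2.25 (adjusted p = 0.995 from limma). Without the moderation of the variance by limma the standard error was 0.83. The network score was not recomputed, as the pathway software and its knowledge base were not used here.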

Network analysis of the genes with lowest *P* values (filter set to *P *<* *0.05 after FDR correction) of Wfs1KO compared to WT revealed significant enrichment of tissue morphology, endocrine system development and function, molecular transport network (score 33, Fig. 5). Analysis of Wfs1KO compared to Wfs1HZ revealed a network associated with cellular development, cellular growth and proliferation, hepatic system development and function (score 28, Fig. 6).

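Of the 31 genes in the network of Fig. 6, 30 were tested between Wfs1KO and Wfs1HZ islets, while Ifng fell below the minimum mean RPKM. The direction was that of the network in 25 genes. The others were Htt, Ins1, Syn1, Tnfrsf4 and Xbp1, with log2 fold changes between 0.00 and 0.35. The largest of these, 0.35 for Tnfrsf4, had a standard error of 0.83. An unadjusted p under 0.05 was reached by 12 of the 30 genes and an FDR under 0.2 by 0 of them. In 8 of them the animals of the genotypes did not overlap. From the functional annotation, and from a report of impaired calcium signaling in the islets of Wfs1 knock-out mice, the paper proposes that WFS1 and TRPM5 might be connected through the processing of proinsulin, calcium signaling or both.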

**Figure 5:**
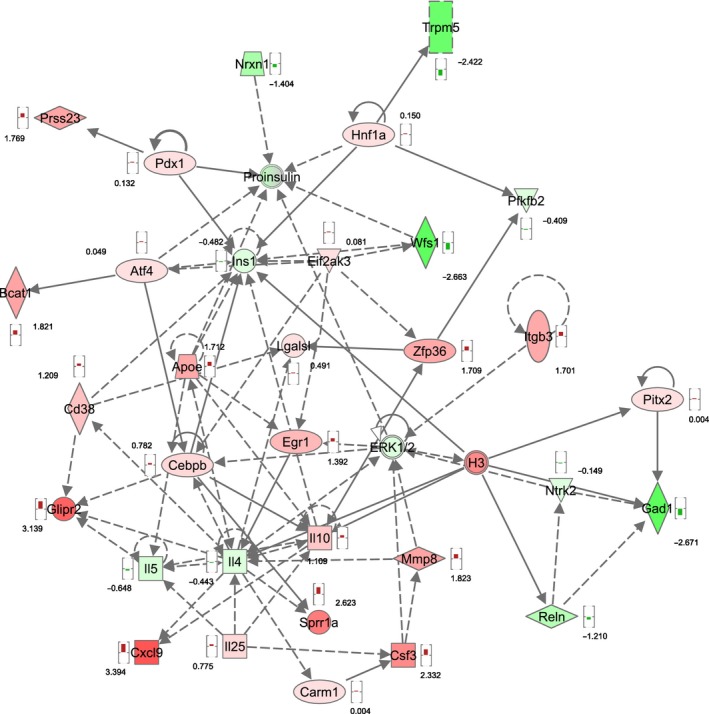
Associated functional network of Wfs1KO compared to WT. Functional annotation revealed that genes with highest expressional changes because of WFS1 deficiency belong to the “tissue morphology, endocrine system development and function, molecular transport” functional network. Red symbols are upregulated genes, green symbols are downregulated genes, and the numbers reflect the *t*‐value of the statistical comparison with Bayesian moderated *t*‐test.

**Figure 6:**
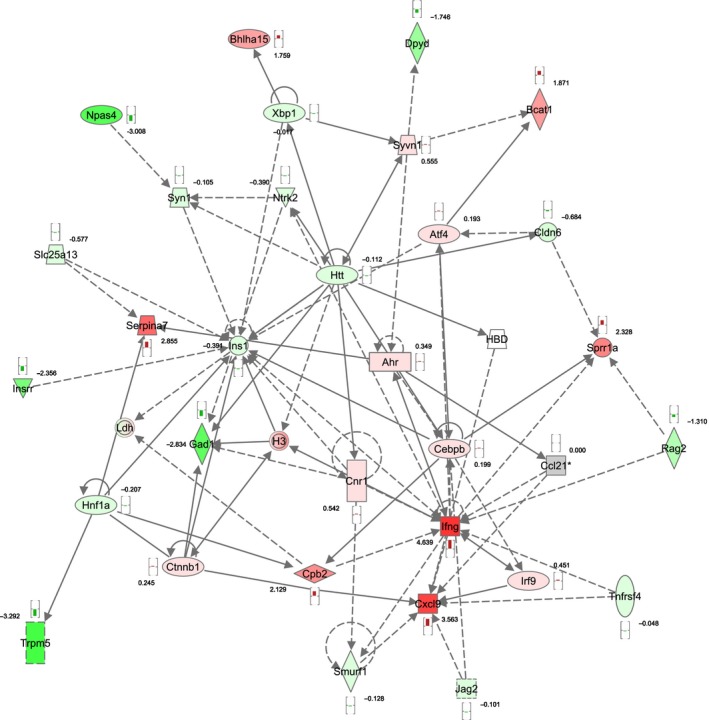
Associated functional network of Wfs1KO compared to Wfs1HZ. Functional annotation revealed that differences in genes with highest expressional changes belong to the “cellular development, cellular growth and proliferation, hepatic system development and function” functional network. Red symbols are upregulated genes, green symbols are downregulated genes, and the numbers reflect the *t*‐value of the statistical comparison with Bayesian moderated *t*‐test.

### Quantitative real‐time PCR confirmation

To determine whether similar changes in gene expression could be observed with RT‐PCR analysis the expression of *Glipr2, Trpm5, Gad1, MaoB, ApoE* genes and the values of three genotypes were compared with one‐way ANOVA followed by Tukey post hoc test (Fig. 7). 

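Glipr2 lies on chromosome 4 from 43957401 to 43979118. Its RPKM was 1.89 ± 0.869 (SD, n = 4) in WT, 5.38 ± 2.4 (SD, n = 4) in Wfs1HZ and 13.6 ± 6.51 (SD, n = 4) in Wfs1KO islets. WT replicate 2 was lower than the other WT animals, at 0.6 RPKM. The log2 fold change between Wfs1KO and WT was 2.79 (standard error 0.53, adjusted p = 0.435 from limma), with every Wfs1KO animal above every WT animal. Against Wfs1HZ it was 1.27 (standard error 0.46, adjusted p = 1 from limma), and the animals overlapped. ApoE, listed as Apoe, lies on chromosome 7 from 19696109 to 19699188. It had 5.34 ± 1.33 RPKM (SD, n = 4) in WT, 14.5 ± 13.8 RPKM (SD, n = 4) in Wfs1HZ and 18.1 ± 7.55 RPKM (SD, n = 4) in Wfs1KO islets. Its log2 fold change was 1.68 between Wfs1KO and WT (standard error 0.32, adjusted p = 0.435 from limma), again without overlap. Between Wfs1KO and Wfs1HZ it was 0.70, and a difference was not shown (exact two-sided permutation test, p = 0.429).

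**Figure D3:**
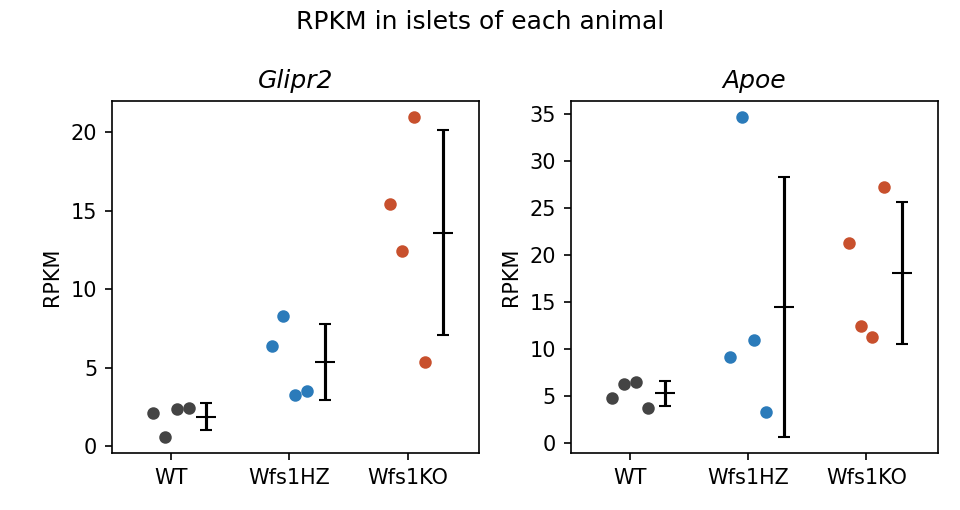
RPKM of Glipr2 (left) and Apoe (right) in WT, Wfs1HZ and Wfs1KO islets, with a point for each animal and black marks for the mean and SD of 4 animals. The lowest Wfs1KO animal, at 5.38 RPKM for Glipr2 and 11.33 RPKM for Apoe, is above all WT animals, and 1 Wfs1HZ animal has 34.73 RPKM of Apoe.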

*ApoE* and *Glipr2* were upregulated according to RNA‐seq, but RT‐PCR did not confirm it statistically, although there was a trend that *ApoE* and *Glipr2* are upregulated in Wfs1KO islets. The downregulation of *Gad1*,* MaoB,* and *Trpm5* was confirmed in Wfs1KO islets (*P *<* *0.05).

**Figure 7:**
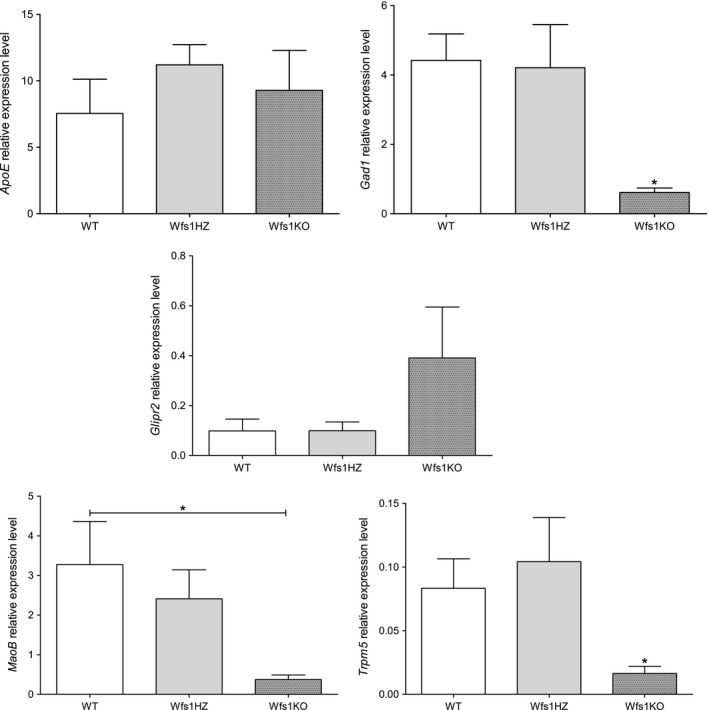
Results of validating RT‐PCR. *ApoE* and *Glipr2* were upregulated according to RNA‐seq, but RT‐PCR did not confirm it statistically, although there was a trend that *ApoE* and *Glipr2* are upregulated in Wfs1KO islets. The downregulation of *Gad1*,* MaoB,* and *Trpm5* was confirmed in Wfs1KO islets. Statistical analysis by one‐way ANOVA followed by Tukey post hoc test, where *P <* *0.05, **P <* *0.01 and ***P <* *0.001. Data plotted as mean ± SEM,* n* = 4.

## Discussion

Previous studies have shown that WFS1‐deficient (Wfs1^tm1Koks^) mice have disturbed blood glucose regulation and their plasma insulin level is lower, but plasma proinsulin level higher (Luuk et al. 2009; Noormets et al. 2011; Terasmaa et al. 2011). In this study, the difference in transcriptome and insulin secretion from isolated pancreatic islets of WFS1‐deficient (Wfs1^tm1Koks^) mice were studied, also differences in proinsulin levels and proinsulin/insulin ratio were detected.

WFS1‐deficient mice had considerably fewer pancreatic islets than heterozygous or wild‐type mice during isolation. This has also been noticed in previous studies (Ishihara et al. 2004; Riggs et al. 2005). The immunohistochemistry of the same WFS1‐deficient (Wfs1^tm1Koks^) mouse line has been done by Terasmaa et al. (2011) showing that the islets of WFS1‐deficient mice also seem to be smaller. *β*‐cells with defective WFS1 are more prone to ER stress induced apoptosis (Ishihara et al. 2004; Philbrook et al. 2005; Riggs et al. 2005; Yamada et al. 2006) which could cause the reduced number of pancreatic islets in WFS1‐deficient mice (Riggs et al. 2005).

According to current RNA‐seq results the down‐ or upregulation of various ER stress markers was not statically significant, although it has been shown that the levels of ER stress markers from all three UPR pathways are increased in the absence of WFS1 (Yamada et al. 2006; Fonseca et al. 2010). WFS1 is shown to downregulate ATF6*ɑ* and its downstream targets (Fonseca et al. 2010). It has been shown that in the pancreatic *β*‐cells of WFS1‐deficient mice the expression of GRP78 and GRP94 has increased, also levels of spliced XPB1 (Yamada et al. 2006). The possible explanation may be that gene expression might not always correspond to protein level and most of the ER stress marker studies have been done in cell lines and also the mouse line (Wfs1^tm1Koks^) used in this study that is not a complete knock‐out of *Wfs1*. A truncated *WFS1* protein lacking amino acids 360–890 (C‐terminal portion) and at least seven of the nine transmembrane domains is expressed resulting in defective function (Luuk et al. 2008; Koks et al. 2009).

WFS1‐deficient pancreatic islets secreted less insulin after incubation in 2 mmol/L and 10 mmol/L glucose solution compared to WT and Wfs1HZ islets. Surprisingly the overall secretion after stimulation was not as high as expected and there was no statistically significant difference after stimulation with 20 mmol/L glucose, however, there was a trend that Wfs1KO islets secreted less insulin. The rise of insulin secreted after stimulation with 10 mmol/L compared to 20 mmol/L glucose was greater for Wfs1KO islets while the amount of secreted insulin stayed more or less at the same level for WT and Wfs1HZ islets, which was not expected and could not be explained. In general this result is in accordance with previous studies made by Ishihara et al. (2004) and Riggs et al. (2005), although Ishihara et al. (2004) could not see a difference in insulin secretion after incubation in 2.5 mmol/L glucose (Ishihara et al. 2004; Riggs et al. 2005). This variation could be due to differences in *Wfs1* mouse models as current WFS1‐deficient mice have a disrupted exon 8 (Koks et al. 2009) and the other model is a complete knock‐out of exon 2 (Ishihara et al. 2004). The disruption of exon 8 leads to a dysfunctional protein mimicking more accurately Wolfram syndrome as most mutations in the *WFS1* gene occur in exon 8 (Cryns et al. 2003). Wfs1KO islets also showed a significant reduction in the amount of insulin secreted in response to sulfonylurea tolbutamide. Tolbutamide forces *β*‐cells to secrete insulin independent of glucose metabolism by closing the ATP‐sensitive K^+^ (K_ATP_) channels directly which results in membrane depolarization, Ca^2+^ influx and insulin release (Ashcroft and Rorsman 1989). WFS1 may therefore exert its effect on insulin secretion at or downstream of the K_ATP_ channel.

In vivo studies with WFS1‐deficient mice have shown that Wfs1KO mice have lower plasma insulin level than WT mice (Noormets et al. 2011; Terasmaa et al. 2011). In this study, there was no difference in insulin secretion between WT and Wfs1HZ, which is in accordance with in vivo results by Terasmaa et al. (2011). The lower insulin amount seen in Wfs1KO mice was primarily due to decreased insulin secretion, because the insulin content in pancreatic islets did not significantly differ between genotypes. These and previous results indicate a defect in insulin secretion in WFS1‐deficient pancreatic *β*‐cells (Ishihara et al. 2004; Hatanaka et al. 2011).

Hatanaka et al. (2011) showed that WFS1 localized in *β*‐cells and also to secretory granules and WFS1 deficiency caused changes in the intragranular pH, which in turn caused defects in proinsulin processing. Therefore, the level of circulating proinsulin is higher in WFS1‐deficient mice (Noormets et al. 2011). In this study, there were no significant differences in proinsulin amount per pancreatic islet between genotypes, although there was a trend that Wfs1KO had an increased level of proinsulin. The Wfs1KO proinsulin/insulin ratio was significantly higher compared to WT and Wfs1HZ only after incubation in 2 mmol/L glucose solution. There was also a trend that Wfs1KO proinsulin/insulin ratio was increased after stimulation with other solutions. Higher proinsulin/insulin ratio is associated with T2D (Mykkanen et al. 1997) indicating that WFS1‐deficient mice have a diabetic phenotype. The current results also indicate that there may be a problem with conversion of proinsulin to insulin and release of insulin from granules. This is in accordance with previous studies by Hatanaka et al. (2011).

According to functional annotation of RNA‐seq results genes with highest expressional changes due to WFS1 deficiency belong to the “tissue morphology, endocrine system development and function, molecular transport” functional network. Although only four samples of each genotype were sequenced, RNA sequencing revealed that melastatin‐related transient receptor potential subfamily member 5 (*Trpm5*) is downregulated in that pathway of Wfs1KO pancreatic islets. TRPM5 (melastatin‐related transient receptor potential subfamily member 5 protein) is expressed in the pancreatic islets of Langerhans and regulates Ca^2+^ oscillations contributing to insulin secretion (Brixel et al. 2010; Colsoul et al. 2010). Colsoul et al. (2010) showed that the action potentials of *Trpm5*‐mutant islet cells did not change, but the frequency of oscillations did. *Trpm5*‐mutant islet cells maintain slow oscillations but lack of fast oscillations (Colsoul et al. 2010).

TRPM5 is shown to regulate glucose‐stimulated insulin secretion as *Trpm5* knock‐out mice have impaired glucose tolerance. They have prolonged elevation of blood glucose levels, suggesting disturbances in insulin secretion (Brixel et al. 2010; Colsoul et al. 2010). TRPM5 forms a functional calcium‐activated nonselective cation channel conducting mainly Na^+^ and K^+^ ions without significant permeation to Ca^2+^. Its activation presumably causes membrane depolarization downstream of the closure of K_ATP_ channels (Prawitt et al. 2003; Brixel et al. 2010), what may be an important step leading to activation of voltage‐dependent calcium channels in glucose stimulated insulin secretion (Henquin et al. 2009; Brixel et al. 2010). Brixel et al. (2010) hypothesize that TRPM5 may also have an additional role in the vesicle–membrane fusion process as *Trpm5‐*mutant islets had still decreased insulin secretion when stimulated with arginine (Brixel et al. 2010). Although the exact mechanisms how TRPM5 activity is regulated and how it combines different types of sensory input in different cells are not known, the proposed hypothesis would help to explain how TRPM5 and WFS1 might interact or influence each other. The functional annotation of RNA‐seq results also showed that WFS1 and TRPM5 might be connected over proinsulin processing and/or Ca^2+^ signaling as it has been reported that the islets of *Wfs1* knock‐out mice have impaired Ca^2+^ signaling (Ishihara et al. 2004).

Further studies are needed to verify the functional interaction between WFS1 and TRPM5 in the regulation of insulin secretion and how this downregulation may contribute to diabetes‐like phenotype of WFS1‐deficient mice. Although this study has some limitations, mainly regarding islet stimulation induction and sample size, in conclusion, mice with disrupted *Wfs1* gene had fewer pancreatic islets and defective insulin secretion explaining their diabetes‐like phenotype. RNA‐sequencing of pancreatic islets showed that interestingly *Trpm5* is downregulated in WFS1‐deficient islets and the pathways related to tissue morphology, endocrine system development and function, molecular transport network are influenced.

## Conflict of Interest

No conflicts of interest, financial or otherwise, are declared by the author(s).

How the deposited data were processed for this re-analysis (not part of the article)

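Islet RNA of 12 male mice was sequenced, 4 of each genotype (WT, Wfs1HZ and Wfs1KO). The genotype and replicate number of each sample were taken from the labels of the samples and the paper. The authors made cDNA from total RNA with the Ovation RNA-Seq System, sequenced fragment libraries on a SOLiD instrument, mapped the reads to mm10 with LifeScope and tested differential expression with edgeR. The authors deposited RPKM values, 1 column for each animal, without a log transformation; the paper's text names neither the gene annotation nor the tool that counted reads and computed RPKM. The paper's test on counts was not repeated, because RPKM are not counts.

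The deposited RPKM were used without further scaling, as log2(RPKM + 0.1). The table repeats some names: 58 extra entries share a name with another, and 969 are marked as duplicate copies of a locus. All were kept as separate entries, and reads shared between such copies cannot be divided here. Names were matched to GENCODE M21 for 22672 entries (94.2%). Depth was estimated per sample from small nucleolar RNA and microRNA genes under 200 nt, whose low RPKM are whole multiples of the value of 1 read. Approximate reads of a gene are its RPKM multiplied by its annotated exon length and this depth, so they are estimates and cover counting error only. At the lowest depth, 2190000 reads, 3 reads on a transcript of 2 kb give 0.685 RPKM, and differences below that level are not detectable in that sample.

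Each pair of genotypes was fitted on its own with limma (version 3.58.1, R version 4.3.3), with a trend in the variance and Benjamini-Hochberg adjustment over 21701 transcripts with a mean of at least 0.1 RPKM over all samples. FDR thresholds of 0.05 and 0.2 are those of the paper. Gene lists were tested with limma's fry, and an exact two-sided permutation test of the mean log2 value of each list was added after the data had been seen. Single genes were also compared by an exact two-sided permutation test of the mean log2 values, whose smallest p with 4 against 4 animals is 0.029. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for the rest. The procedure was tested on simulated data with 200 changed genes in each of 5 runs. Counts were drawn independently for each gene around the WT means, with an assumed dispersion of 0.2. Of the changed genes 99.9% had the right sign and 30.7% were recovered at an FDR under 0.05. With no change 4.72% of p-values were under 0.05. Variation shared by many genes within a sample was not simulated, so these rates need not hold for the real samples.

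The genes named are those the paper names in its tables, text, RT-PCR and network figures, Ins1 and Ins2, and for each comparison the 5 genes with the largest log2 fold change among those with an FDR under 0.05 whose animals did not overlap. Full statistics are given for Wfs1, Trpm5, Gad1, Glipr2, MaoB, ApoE, Dpep1 and the 7 ER stress markers. Other genes in the closing part were chosen after their values were seen. The alternatives tried were other pseudocounts (1 and 0.01), no filter or a minimum mean of 1 RPKM, median-of-ratios scaling, quantile normalization, a variance without trend, a robust variance, all 12 samples in a single fit, sample weights, the replicate number as a block, and each animal left out in turn. The replicate numbers come from the sample labels; animals with the same number are different animals. The paper speaks of littermates in the legend of Fig. 2, and its text does not say which animals sequenced share a litter. The islet counts, insulin, proinsulin and RT-PCR measurements were not analysed here. Of the pathway networks only the direction and the test results of their genes were compared, and the network scores were not recomputed.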

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

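All tests of explanations in this part were chosen after the results they bear on had been seen.

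Snord52 and Snord82 are not discussed in the paper and had the lowest p-values between Wfs1KO and WT islets (adjusted p = 0.0273 each from limma with Benjamini-Hochberg adjustment; over the alternatives 0.00157 to 0.541). The difference in mean log2(RPKM + 0.1) was -5.23 for Snord52 and 5.25 for Snord82, with no overlap between the 4 animals of each genotype. No fold change is given, since 1 group is listed at 0 and the other holds only a few reads. At most 3.4 approximate reads of either gene were counted in a WT or Wfs1KO sample, close to the floor of 3 reads. Few reads are therefore a candidate explanation, and the pattern cannot be told apart from it. Without genes under 200 nt, a setting chosen after the data were seen, 1 transcript between Wfs1KO and WT had an FDR under 0.05, and that was Wfs1.

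A list of 15 unfolded protein response targets, most of them not discussed in the paper, had a mean log2 fold change of 0.48 between Wfs1KO and WT islets, with 15 of 15 genes higher (adjusted p = 0.299 over the 11 lists tested, from limma's fry). Against Wfs1HZ it was 0.61, with 15 of 15 genes higher (adjusted p = 0.489 from fry), and between Wfs1HZ and WT it was -0.14, with 4 of 15 higher. No list had an adjusted p under 0.05 when tested for a change in one direction. The mean of the list was above every WT animal in 3 of the 4 Wfs1KO animals. Exact two-sided permutation tests of this mean gave p = 0.0571 against WT, 0.0857 against Wfs1HZ and 0.0202 against the other 8 animals, and 0.0857, 0.0857 and 0.0606 when adjusted over these 3 comparisons. Adjusted over the 11 lists, the exact tests gave 0.21 against WT and 0.943 against Wfs1HZ. Chance therefore remains as an explanation. The difference against WT was 0.49 with the exocrine marker score as a covariate and 0.54 with the background of silent receptor genes as a covariate. Neither covariate was shown to differ between these genotypes (differences of -0.26 and 0.59 on the log2 scale, exact two-sided permutation tests, p = 0.8 and 0.286), and the difference was no smaller with either of them. Under the 2 scalings tried the difference was 0.41 at the lowest, so neither scaling removed it. The pattern cannot be told apart from chance differences between animals, so no biological explanation is put forward. Over all alternatives the difference stayed between 0.37 and 0.64, and without genes of the paper's tables it was 0.46.

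A single animal lay far from the others of its genotype in 4 of the 84 groups of 4 samples examined, and chance gives 4.2. On the log2(RPKM + 0.1) scale Trpm5 was 3.49 in Wfs1HZ replicate 3 and 1.97 to 2.18 in the other Wfs1HZ animals. Glipr2 was -0.51 in WT replicate 2, with 1.16 to 1.36 in the other WT animals. Xbp1 was 6.84 in Wfs1KO replicate 4 and 7.81 to 8.0 in the others. Atf4 was 7.78 in Wfs1HZ replicate 1 and 7.58 to 7.61 in the others. No explanation was tested for these single values, technical or biological, and their number is what chance gives.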

How the results depend on the processing

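The alternatives and the marker gene lists were set before the data were examined, apart from the acinar covariate, the background covariate, the fits without short genes and the target list without genes of the paper's tables, which were chosen after seeing the data. Running the alternatives on the marker gene lists was also decided after seeing the data. The test over other splits of the animals was also chosen after the results were seen. The cause was not tested for any of the changes below.

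Between Wfs1KO and WT, 3 transcripts had an FDR under 0.05. The number was 5 with quantile normalization, 4 with eBayes without trend, and 2 each with pseudocount 0.01, median-of-ratios scaling and sample weights. It was 1 with all 12 samples in one fit and 1 without short genes. With pseudocount 1, no filter on low values, the replicate block, the acinar covariate or the background covariate it was 0. It was 0 to 1 across the 8 fits that each left out one animal. For an FDR under 0.2, with 10 transcripts, the number was 1 with pseudocount 1, 27 with pseudocount 0.01, 5 with median-of-ratios scaling, 5 with all 12 samples in one fit, 27 with sample weights, 0 with the replicate block, 21 with the acinar covariate, 3 with the background covariate and 6 without short genes, and 1 to 59 with one animal left out. At an FDR under 0.2 the number was also 15 with a mean RPKM of at least 1 and 15 with robust eBayes. It was 13 with no filter on low values and 12 with quantile normalization. In the fits with 0 transcripts at an FDR under 0.05, 1077 to 1870 had an unadjusted p under 0.05.

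Between Wfs1KO and Wfs1HZ, 0 transcripts had an FDR under 0.05 (532 had an unadjusted p under 0.05). The number was 1 with quantile normalization, 1 with robust eBayes and 5 with sample weights. For an FDR under 0.2 it was 42 with sample weights, 4 with robust eBayes, 3 with a mean RPKM of at least 1, 3 with the acinar covariate, 3 with the background covariate, 2 with all 12 samples in one fit, and 1 each with pseudocount 0.01, median-of-ratios scaling, quantile normalization, eBayes without trend and without short genes. With one animal left out it was 0 to 1. Between Wfs1HZ and WT, 0 transcripts passed either FDR (511 had an unadjusted p under 0.05), against 2 at both with eBayes without trend and 2 at an FDR under 0.2 with sample weights. Dpep1, 0 at an unadjusted p under 0.05 as the single gene named there, counted 1 with sample weights, 1 with the acinar covariate and 0 to 1 with one animal left out.

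Correlations were again taken after the genotype mean of each transcript was subtracted. In the comparisons of Wfs1KO the mean correlation of animals with the same number was -0.05 against WT and -0.07 against Wfs1HZ. Single pairs lay between -0.24 and 0.11 against WT and between -0.28 and 0.12 against Wfs1HZ. With the replicate block 0 transcripts had an FDR under 0.2 in either comparison (1091 and 395 had an unadjusted p under 0.05). Of the 35 splits of the 8 animals, 8 part all same-numbered pairs. Between Wfs1KO and WT, 1 of these 8 gave as many transcripts at an FDR under 0.05 and 1 of 8 at an FDR under 0.2, the true one each time; 8 splits cannot give a share under 0.05. For each of the other comparisons 8 of 8 did, at an FDR under 0.05 and under 0.2, since the count was 0. Over all 35 splits, which also keep some pairs together, 1 and 3 did between Wfs1KO and WT, and 12 gave as many transcripts with an unadjusted p under 0.05.

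Signs changed for 3 ER stress markers between Wfs1KO and WT. Atf6 was 0.00 with quantile normalization and -0.09 to 0.24 with one animal left out. Eif2ak3 was 0.09 with sample weights, 0.04 with the background covariate and -0.12 to 0.07 with one animal left out. Xbp1 was 0.04 with the background covariate and -0.43 to 0.02 with one animal left out. None of their adjusted p was under 0.05 in these fits. Of the single genes examined under each alternative, 3 lost an FDR under 0.05 and 4 gained it in at least 1 alternative. Between Wfs1KO and WT, Wfs1 lost it in 16 of 22 alternatives (14 of the 19 set beforehand), and Snord52 and Snord82 in 14 of 21 each (12 of the 19). Wfs1 had a log2 fold change of -2.98 to -2.51 and an adjusted p of 0.00157 to 0.541 from limma over the alternatives. Spock1 between Wfs1KO and WT gained it with quantile normalization, and Cpb2, Serpina7 and Trpm5 between Wfs1KO and Wfs1HZ with sample weights. The list of unfolded protein response targets reached an unadjusted p under 0.05 from fry against WT in 3 of 23 alternatives, namely quantile normalization, sample weights and without Wfs1KO replicate 4, and lost it against Wfs1HZ in 9 of 23. Of the genes of Table 1A, 19 to 20 of 20 had an unadjusted p under 0.05 in each setting, and of those of Table 1B 10 to 12 of 12. Trpm5 stayed lower in Wfs1KO than in WT in every setting run.

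The test of the paper on counts, named as an alternative should whole reads be recovered, was not run. Whole reads were checked only in short RNA genes, and the reads of other genes are estimates from annotated exon length. How far the choice of test accounts for the fewer genes passing here was therefore not tested. Depth limits the calls at low values: 3 reads on a 2 kb transcript correspond to 0.157 to 0.685 RPKM depending on the sample, which bears on Dpep1 in WT islets and on Snord52 and Snord82.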

Differences from the paper's values

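Of 48 values of the paper compared, 9 differ. The paper's log ratio of Kcns3 between Wfs1KO and WT is 4.122, and the log2 fold change here was 2.97; with pseudocount 0.01 it was 4.21. With sample weights it was 3.41, still below the paper's value by less than the spread between animals, and with the other alternatives set before the data were examined the difference was larger than that spread. For Trpm5 between Wfs1KO and Wfs1HZ the paper's log ratio is -3.292 and the value here was -2.74. With sample weights it was -3.32. The value stayed short of the paper's, by less than the spread between animals, with pseudocount 0.01 (-2.88), median-of-ratios scaling (-2.81) and without Wfs1HZ replicate 1 (-2.82), 2 (-2.89) or 4 (-2.85) or Wfs1KO replicate 4 (-2.8), and with the others by more. For Atf6 between Wfs1KO and WT the paper's log ratio is 0.535 and the value here was 0.09. Sample weights (0.28) and leaving out Wfs1KO replicate 3 (0.19) or 4 (0.24) brought it within the spread between animals of the paper's value without reaching it, and the others did not. Against Wfs1HZ the log2 fold change of Atf6 was 0.51, nearer to the paper's value, and Table 2 may hold that comparison (see Other observations). For Dpep1 between Wfs1HZ and WT the paper's log ratio is 3.507 and the value here was 2.12; without Wfs1HZ replicate 4 it was 3.57. Without WT replicate 2 it was 2.37, which is below the paper's value but within 1.5 times of it, and with no other alternative was it within that limit.

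The paper counts 20 genes with an FDR under 0.05 between Wfs1KO and WT, against 3 here, and 13 between Wfs1KO and Wfs1HZ, against 0 here (532 transcripts had an unadjusted p under 0.05). The highest numbers under the alternatives set before the data were examined were 5 between Wfs1KO and WT, with quantile normalization, and 5 between Wfs1KO and Wfs1HZ, with sample weights. Between FDR 0.05 and 0.2 the paper counts 29 further genes between Wfs1KO and WT, against 7 here; pseudocount 0.01 and sample weights each gave 25, 59 were found without Wfs1KO replicate 4, and the other alternatives set before the data were examined gave 13 or fewer. The acinar covariate, chosen after seeing the values, gave 21. It counts 7 further genes between Wfs1KO and Wfs1HZ, against 0 here; sample weights gave 37, and the other alternatives gave 3 or fewer. It counts 1 gene with an FDR under 0.2 between Wfs1HZ and WT, Dpep1, against 0 here (511 had an unadjusted p under 0.05). With eBayes without trend and with sample weights the number was 2, Gm5142 and Mir147 each time, and Dpep1 was not among them; the other alternatives gave 0.

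Among the genes of Table 1A, Spock1 had an FDR under 0.05 with quantile normalization (adjusted p = 0.0439 from limma, 0.0439 to 0.925 over the alternatives). Among those of Table 1B, Cpb2, Serpina7 and Trpm5 had an FDR under 0.05 with sample weights, with lowest adjusted p of 0.0188, 0.0188 and 0.0245 from limma; over the alternatives the highest was 1 for each. At an FDR under 0.2, 3 of the genes of Table 1A passed here, against 12 with sample weights, 12 without Wfs1KO replicate 4, 7 with a mean RPKM of at least 1, 7 with robust eBayes, 5 with quantile normalization, 5 with all 12 samples in one fit and 9 with the acinar covariate, which was chosen after seeing the values. The number was 3 with pseudocount 0.01, no filter on low values and without short genes, 2 with median-of-ratios scaling and with eBayes without trend, 1 with pseudocount 1, 0 with the replicate block and with the background covariate, and 0 to 1 with any animal but Wfs1KO replicate 4 left out; at an unadjusted p under 0.05 it was 19 to 20 in each setting. Of those of Table 1B, 0 passed this FDR here and 12 had an unadjusted p under 0.05, against 9 with sample weights, 3 with robust eBayes, 2 with a mean RPKM of at least 1, 2 with all 12 samples in one fit, and 2 each with the acinar and the background covariate, both chosen after seeing the values, and 0 with every other alternative run. Table 1B lists 12 genes, 1 fewer than the text counts.

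In Fig. 5 Carm1 and Eif2ak3 are drawn as higher in Wfs1KO than in WT, whereas their log2 fold changes here were -0.01 and -0.03. In Fig. 6 Htt, Ins1, Syn1, Tnfrsf4 and Xbp1 are drawn as lower in Wfs1KO than in Wfs1HZ, and the values here were 0.00, 0.03, 0.01, 0.35 and 0.00. For the genes of Table 2, which the paper gives for Wfs1KO compared to WT, its Fig. 5 draws Atf4 at about 0.049 and Eif2ak3 at about 0.081 (read by eye), against 0.193 and -0.214 in the table. Its Fig. 6, for Wfs1KO compared to Wfs1HZ, draws Atf4 at about 0.19 and Xbp1 at about -0.017 (read by eye). Table 2 gives 0.193 and -0.017. The legends of both figures call these numbers t-values. For Wfs1 and Trpm5, though, Fig. 5 gives -2.7 and -2.4, against log ratios of -2.663 and -2.422 in Table 1A. The paper names Trpm5 as the most significant downregulated gene of insulin secretion and diabetes after Wfs1; here Spock1, which the paper does not assign to that group, stood between them. The paper gives 27000000 to 72000000 reads per sample, while the RPKM values correspond to an estimated 2190000 to 9560000. The paper does not say whether its reads are raw or mapped, so these ranges may count different things.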

Other observations

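All tests of explanations in this part were chosen after the results they bear on had been seen.

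The log ratios of Table 2, given by the paper for Wfs1KO compared to WT, lie closer to the log2 fold changes of Wfs1KO against Wfs1HZ. Over the 7 genes the median absolute difference was 0.03 from Wfs1KO against Wfs1HZ and 0.18 from Wfs1KO against WT. The correlation across genes, which are not independent replicates, was 0.97 and 0.63, and 6 of the 7 genes were closer to Wfs1KO against Wfs1HZ. The numbers in the paper's network figures, which the legends call t-values, are taken here as log ratios. For Atf4 and Xbp1 the paper's Fig. 6, which shows Wfs1KO against Wfs1HZ, gives the values of Table 2, while its Fig. 5, which shows Wfs1KO against WT, gives other values for Atf4 and Eif2ak3. This is consistent with log ratios of Wfs1KO against Wfs1HZ standing in the table. No biological explanation was tested.

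Trpm5 was lower in Wfs1KO islets, and a smaller share of beta cell RNA could give such a difference. After the mean log2 value of the 9 beta cell markers was subtracted in each animal, the difference between Wfs1KO and WT was -1.79, with 4 of 4 Wfs1KO animals below every WT animal (exact two-sided permutation test, p = 0.029), and -2.35 between Wfs1KO and Wfs1HZ (p = 0.029 by the same exact test). The mean subtracted differed by -0.57 between Wfs1KO and WT, with 1 of 4 Wfs1KO animals below every WT animal (exact two-sided permutation test, p = 0.143). Without Mafa, whose mean RPKM was under the minimum for testing, the mean of the other 8 markers differed by -0.68, with 2 of 4 Wfs1KO animals below every WT animal (adjusted p = 0.321 from limma's fry), and Trpm5 by -1.68 after its subtraction, with 4 of 4 below. The subtraction does not remove the difference, so a smaller share of beta cell RNA is not the whole of it. With the 9 markers, Gad1 gave -2.12 between Wfs1KO and WT (p = 0.029 by the exact test) and MaoB -1.1 (p = 0.114 by the exact test), with 3 of 4 Wfs1KO animals below every WT animal for MaoB.

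Dpep1 followed the stromal marker score over the 12 samples (Pearson's r = 0.91, permutation p = 0.00012; Spearman's rho = 0.73, permutation p = 0.00842; 100000 resamples, 1 relation computed). Without Wfs1HZ replicates 2 and 4, the samples farthest from the median score, r was 0.76 (permutation p = 0.00954) and rho 0.54 over 10 samples. RNA of stromal cells is a candidate source of the Dpep1 signal in Wfs1HZ replicate 2. With the background of silent receptor genes as a covariate, the log2 fold change of Dpep1 between Wfs1HZ and WT was 1.29 instead of 2.12. That background was highest in the same sample, so it is not separated from stromal RNA as a source. No biological explanation was tested.

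Wfs1HZ replicate 2 had a mean of 2.21 RPKM over 1543 olfactory, vomeronasal and taste receptor genes, while the other samples had 0.111 to 0.497. Low depth is not a sufficient explanation, because WT replicate 3 and Wfs1KO replicate 4, also of low depth, reached at most 0.497. Genomic DNA of a male mouse could give X-linked silent genes values near 0.5 of autosomal ones. The ratio was 0.41 in this sample, but 0.26 to 0.88 in the others (median 0.54), with 7 of 11 between 0.35 and 0.65. The pattern cannot be told apart from that explanation.

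Exocrine and endocrine genes varied widely between animals of one genotype. Ctrb1 ranged from 6079.13 to 258069.66 RPKM over the 12 samples, Gcg from 50072.57 to 217165.49 and Ins2 from 6422.84 to 76686.68. The 12 acinar markers tested rose and fell together, with a median Pearson's r of 0.96 over 66 pairs (0.47 to 1.0). This is consistent with different amounts of exocrine RNA in the islet samples. No difference between genotypes was shown for the acinar list. Its mean log2 fold change between Wfs1KO and WT was -0.26 (adjusted p = 0.909 from limma's fry). Of the 4 Wfs1KO animals, 1 was below every WT animal and 1 was above every WT animal. No biological explanation was tested.

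The mice are hybrids of a pair of strains, and alleles linked to the targeted locus could differ between genotypes. Of the 171 genes within 10 Mb of Wfs1, 4.1% had an unadjusted p under 0.05 between Wfs1KO and WT, and 5.6% of the other 21529 did. No excess was seen near the locus.

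Wfs1KO islets kept 15.4% of the mean Wfs1 RPKM of WT, and Wfs1HZ islets 38.7%. Reads from exons outside exon 8, which make up 32.0% of the longest transcript, could contribute to what is left. RPKM per gene does not show which exons the reads come from, so the explanation could not be tested further.

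Immediate early genes had a mean log2 fold change of 0.51 between Wfs1KO and WT, with 12 of 14 genes higher, and their mean was above every WT animal in 4 of 4 Wfs1KO animals (exact two-sided permutation test, p = 0.0286, adjusted p = 0.21 over the 11 lists). The adjusted p from limma's fry was 0.299 for a change in one direction and 0.00826 for changes in either direction. Between Wfs1HZ and WT the mean was 0.64, with 14 of 14 genes higher (adjusted p = 0.891 from fry), and between Wfs1KO and Wfs1HZ it was -0.13. The list holds Egr1, Npas4 and Zfp36, which the paper calls on the same animals. No explanation was tested, technical or biological.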
